# Combination of single-cell and bulk RNA-seq reveals changes in the immune landscape in osteomyelitis

**DOI:** 10.3389/fimmu.2026.1746323

**Published:** 2026-02-27

**Authors:** Zhenhua Zhu, Xiaopeng Jing, Jun Chen, Siteng Li, Jie Tan, Ji Zeng, Zheng Jin

**Keywords:** gene expression, immune cell infiltration, macrophages, osteomyelitis, single-cell sequencing, therapeutic targets, transcriptomic analysis

## Abstract

**Objective:**

This study presented a comprehensive characterization of the osteomyelitis immune microenvironment, identified driver genes and pathogenic cell populations underlying disease progression, and uncovered potential therapeutic targets through single-cell and bulk transcriptomic analysis.

**Methods:**

We analyzed time-series transcriptomic sequencing data from mouse osteomyelitis samples in the dataset GSE168896. Fuzzy c-means clustering was applied to reveal gene sets linked to disease progression. Immune cell infiltration analysis was conducted through the online tool ImmuCellAI-mouse. Furthermore, by leveraging single-cell sequencing data, we characterized immune cell subpopulations and pinpointed the key cell subtypes that were present in the osteomyelitis mice.

**Results:**

We identified six gene clusters exhibiting distinct temporal expression patterns and functional roles in osteomyelitis, such as leukocyte and lymphocyte activation and ossification. Single-cell sequencing analysis further showed seven distinct cellular subpopulations. Among these, macrophages demonstrated a significant increase following osteomyelitis, and the infiltration of Mif^+^Cd63^+^, Arg1^+^Sdc4^+^, and Cxcl1^+^Ccl4^+^ macrophages significantly increased. Moreover, Ccl3–Ccr1 and Cxcl2–Cxcr2 ligand–receptors contributed mostly in immune cells.

**Conclusion:**

Our findings tracked the transcriptional dynamics and evolving immune landscape of osteomyelitis, highlighting macrophages as central regulators of disease progression. We identified that significant infiltration of Arg1^+^Sdc4^+^, Cxcl1^+^Ccl4^+^, and Mif^+^Cd63^+^ macrophages may affect osteomyelitis through the Ccl3–Ccr1 and Cxcl2–Cxcr2 signaling pathways. These findings offer a new perspective on immune regulation in osteomyelitis.

## 1 Introduction

Osteomyelitis is characterized by infection and inflammation of the bone and surrounding tissues, most commonly caused by bacterial or fungal pathogens (1, 2). The management of osteomyelitis continues to present a significant clinical challenge in orthopedics (3), with approximately 10%–30% of acute infections progressing to chronic osteomyelitis (4). Despite advancements in antibiotic therapies and surgical techniques, the long-term recurrence rate remains as high as 20% (5), primarily due to factors such as pathogen resistance, biofilm formation, and severe bone tissue damage (6).

Immunity shapes how osteomyelitis unfolds, either restraining or accelerating its course, acting as both a defender against infection and a potential contributor to bone tissue damage (7, 8). The body’s first shield is innate immunity, which spots pathogen-associated molecular patterns (PAMPs) via pattern recognition receptors (PRRs) (9). For example, components such as lipoteichoic acid and peptidoglycan from *Staphylococcus aureus* (*S. aureus*) interact with PRRs, initiating a signaling cascade that triggers an inflammatory call-to-arms, summoning immune cells to the infected zone (10). Early in an acute osteomyelitic episode, interleukin-8 (IL-8) acts as a critical chemotactic signal, recruiting neutrophils, monocytes, and macrophages to the site of infection. Neutrophils play a central role, actively phagocytosing pathogens and releasing potent effector molecules, including reactive oxygen species (ROS) and antimicrobial peptides (11). However, excessive neutrophil activity can cause collateral damage to bone and nearby tissues (12), worsening the pathology of osteomyelitis. Macrophages exist in different activation states, typically grouped into two subsets: a pro-inflammatory phenotype termed M1 and an anti-inflammatory phenotype termed M2. During osteomyelitis, the inflammatory response disrupts and delays the normal bone-healing process (13). The adaptive immune response, orchestrating the mobilization of T and B lymphocytes, generates a defense that is both highly antigen-specific and capable of establishing long-term immunological memory. Among T cells, the Th cells—especially the Th1 and Th17 subpopulations—act as key drivers in the clearance of invasive bacteria (14). Th1 cells release interferon-gamma (IFN-γ), a cytokine that turns macrophages into potent microbe killers (15), while Th17 cells produce IL-17, enhancing neutrophil recruitment (16). However, elevated levels of IL-17 can overactivate osteoclasts, which are responsible for bone resorption, leading to bone destruction (17). Immune-mediated inflammation is a primary driver of bone destruction in osteomyelitis. Pro-inflammatory cytokines promote osteoclast formation by upregulating receptor activator of nuclear factor κB ligand (RANKL) (18). RANKL latches onto receptor activator of nuclear factor-κB (RANK) on osteoclast precursors, driving their differentiation and activation (19), which in turn increases bone resorption and can result in significant bone loss. This dual role of the immune system (protective and pathological) presents opportunities for innovative treatment strategies. For example, cytokine-blocking therapies targeting pro-inflammatory cytokines may reduce tissue damage while preserving immune function (20). Clinical trials of anti-IL-17 therapies in other inflammatory conditions like rheumatoid arthritis (21) suggest that such approaches could also be effective in treating osteomyelitis. Additionally, therapies that reprogram macrophages—shifting them from a pro-inflammatory M1 state to an anti-inflammatory M2 state—could help clear infection and speed tissue healing (22).

At present, researches on the immune microenvironment in osteomyelitis still face numerous challenges, particularly in understanding the functions, diversity, and dynamic changes of immune cells (23). Traditional research methods, such as immunohistochemistry, flow cytometry, and ELISA, have contributed to advances in certain aspects. However, they exhibit the following limitations: 1) Limited analysis of immune cell phenotypes and functions: These methods often fall short in fully elucidating the activation states of immune cells or the diversity within their subpopulations. 2) Lack of a holistic immune network perspective: Traditional approaches struggle to uncover the intricate communication mechanisms between different immune cell types, making it difficult to capture the complexity of immune interactions. 3) Inadequate study of cellular heterogeneity: They are less effective in analyzing rare but functionally significant immune cell populations and often fail to track dynamic changes in tissue samples. 4) Insufficient temporal tracking: These methods lack the ability to depict time-series dynamic shifts in the local immune landscape during the progression of osteomyelitis. Emerging RNA sequencing technologies offer solutions to these limitations by providing high-resolution insights into genome-wide and single-cell expression profiles (24). RNA-seq enables the capture of immune gene expression dynamics within osteomyelitis lesions, allowing for the identification of intercellular communication and signaling networks. Furthermore, scRNA-seq provides a powerful tool for analyzing the heterogeneity, functional states, and differentiation trajectories of immune cell subsets (25).

In this study, we began by tracking transcriptomes across a longitudinal series related to osteomyelitis to identify gene clusters that were closely associated with its progression. Functional annotation of these gene clusters was performed to explore the key biological processes underlying osteomyelitis progression. Subsequently, single-cell sequencing data from osteomyelitis models were analyzed, revealing 10 distinct immune cell subsets. By comparing the immune cell subsets between osteomyelitis specimens and control specimens and examining the expression patterns of the identified hub genes, we identified macrophage subsets strongly implicated in osteomyelitis progression. Further investigation of these cell subsets included pseudo-time trajectory analysis, cell–cell interaction analysis, and transcription factor regulatory network analysis. These approaches allowed us to delineate the differentiation trajectory of this subset, its interactions with other immune cell populations, and its potential regulatory targets. Through this multilevel analysis, we provide valuable insights into the immune microenvironment and identify novel mechanisms in the progression of osteomyelitis. These results deepen our insight into disease mechanisms.

In summary, this study presents a comprehensive dynamic gene expression landscape and an in-depth immune cell profile of osteomyelitis, highlighting how macrophages orchestrate the process. By integrating time-series transcriptome data, single-cell sequencing analysis, and functional regulatory networks, our results add new depth to how osteomyelitis unfolds at the molecular and cellular levels. Moreover, this research identifies potential therapeutic targets, offering valuable insights for therapies that could transform how osteomyelitis is treated and managed.

## 2 Methods

### 2.1 Bulk RNA-seq data processing

Raw sequencing reads from the GEO dataset GSE168896 were preprocessed using FastQC (v0.12.0) to assess quality. Low-quality bases were removed by TrimGalore (v0.4.5.1) with default settings. Subsequently, the high-quality reads were mapped to the mouse reference genome (GRCm39) and quantified using kallisto (26). DESeq2 was employed for identifying differentially expressed genes (DEGs). Genes with an adjusted *p*-value (*p*adj) <0.05 were defined as DEGs. Fuzzy c-means clustering of dynamic genes was conducted using the R package “Mfuzz” (v2.66.0). The optimal number of clusters (*k* = 6) was determined via the minimum centroid distance criterion, with a fuzzification parameter (*m*) set to 1.25. Gene ontology (GO) enrichment for modules was performed using clusterProfiler (v4.14.4) with a threshold of *q*-value <0.05. The online tool immune cell abundance identifier (https://guolab.wchscu.cn/ImmuCellAI) was used for immune cell infiltration analysis with default parameters.

### 2.2 Constructing the mouse model of osteomyelitis

All animal procedures received prior approval from the Wuhan Fourth Hospital Institutional Animal Care and Use Committee. Mice were subjected to anesthesia and disinfection. One hour before induction of anesthesia, mice received a subcutaneous injection of buprenorphine at 0.1 mg/kg body weight. Induction was initiated by placing mice in an induction chamber with 5% isoflurane in oxygen (flow rate 1 L/min) until loss of righting reflex was observed. Mice were then transferred to the surgical table and switched to nose cone delivery, and the isoflurane concentration was adjusted to 1% for maintenance, with simultaneous monitoring of respiration and use of a heating blanket. A 3-mm incision was made anterior to the knee joint to expose the femoral intercondylar fossa. A 0.45-mm syringe needle was used to access the femoral bone marrow cavity, followed by expansion with a 0.7-mm needle. Using a microsyringe, 10 μL of *S. aureus* (10^6^ CFU/mL) was injected into the cavity. Control mice received 10 μL of sterile phosphate-buffered saline (PBS). Wound closure was achieved with bone wax and sutures (27). Postoperatively, prewarmed saline was administered subcutaneously at 1 mL/20 g body weight.

### 2.3 H&E staining

After a 2-week period, mice received subcutaneous buprenorphine (0.1 mg/kg body weight). After a 10-min interval, trained personnel performed euthanasia by cervical dislocation, and femurs were harvested and fixed in 4% paraformaldehyde for 48 h, followed by decalcification in 10% EDTA (pH 7.4) for 14–21 days at 4°C. Decalcified bones were dehydrated through graded ethanol, cleared in xylene, and embedded in paraffin. Serial sections (4 μm) were dewaxed in xylene and rehydrated through a descending ethanol series. Sections were stained with Mayer’s hematoxylin for 5 min, differentiated in 1% acid alcohol, rinsed in tap water, and counterstained with eosin Y for 2 min. Slides were dehydrated in ethanol, cleared in xylene, and mounted with neutral balsam for histopathological examination.

### 2.4 Micro-computed tomography analysis

Fixed femurs were dehydrated in 70% ethanol and secured in cylindrical scanning holders with longitudinal orientation. The operated femurs were scanned at an isotropic voxel size of 15 μm. Following image acquisition, bone parameters from slices 100–500 proximal to the femoral condyles were analyzed using μCT Evaluation Program V6.6 to evaluate cortical bone destruction following osteomyelitis.

### 2.5 Flow cytometry assay

Bone marrow cells were flushed with ice-cold PBS. Cells were filtered through a 70-μm cell strainer to obtain a single-cell suspension and then lysed with red blood cell lysis buffer for 5 min at room temperature. After washing with PBS containing 2% FBS, cells were counted and resuspended in staining buffer (PBS with 2% FBS and 0.1% NaN_3_) at 1 × 10^6^ cells/100 μL. Cells were incubated with Zombie NIR (1:1,000 dilution) for 15 min at room temperature in the dark. Fc receptors were blocked with anti-CD16/32 for 10 min, followed by incubation with fluorochrome-conjugated surface antibodies (anti-CD45, anti-CD11b, anti-F4/80, anti-CD63) for 30 min at 4°C. For intracellular staining, cells were fixed with Fixation/Permeabilization buffer for 20 min at room temperature, washed with permeabilization buffer, and blocked with 2% normal mouse serum. Cells were stained with antibodies (anti-SDC4, anti-ARG1, anti-MIF) for 30 min at room temperature. For intracellular cytokine staining, cells were stimulated with PMA/ionomycin and brefeldin A for 4 h, fixed/permeabilized, and stained with antibodies (anti-CXCL1, anti-CCL4). Samples were washed and resuspended in PBS for analysis. Dead cells were excluded based on viability dye fluorescence, and single cells were gated for subsequent analysis using FlowJo software.

### 2.6 Single-cell RNA sequencing and data processing

Bone marrow cells from femurs were isolated via Dulbecco’s modified Eagle’s medium (DMEM) flushing yielded single-cell suspensions for downstream scRNA-seq analysis. The Chromium Single Cell 3′ Reagent Kit of the Chromium platform (10X Genomics, Pleasanton, CA) was used for sequencing in reference to the manual. The library preparation was carried out, and the sequencing was executed on the Illumina NextSeq 500 system (Illumina, San Diego, CA, USA). Sequencing data were deposited in the GEO database with series number GSE311208.

Raw fastq data were processed with CellRanger (v7.1.0) for alignment and unique molecular identifier (UMI) counting. Cells failing quality control thresholds were eliminated according to: mitochondrial gene percentage < 20% and detected genes per cell = 500–5,000. Scrublet (v3.0.0) was used for doublet removal. Data normalization and scaling were performed with NormalizaData function of Seurat (V5.2.0). Using the 3,000 most variable genes, we performed principal component analysis (PCA) and visualized the data with uniform manifold approximation and projection (UMAP) based on the top 15 components. Using FindAllMarkers (log fold change threshold = 1; min. pct = 0.25), cluster-specific markers were identified. These clusters were then manually annotated by consulting the CellMarker 2.0 database (28). The cell proportion of each sample was calculated and plotted with the “cellRatioPlot” function of the scRNAtoolVis (v0.1.0) package.

### 2.7 Construction of single-cell trajectories

Monocle3 (v1.0.0) was utilized to perform single-cell trajectory analysis. For the trajectory analysis, cells were ordered in pseudo-time based on genes that satisfied the criteria of mean_expression ≥ 0.08 and dispersion_empirical ≥ 1 * dispersion_fit, as determined by Monocle3. Dimensionality reduction was achieved using the reduceDimension function with the settings reduction_method = “DDRTree” and max_components = 3. The pseudo-time of each cell was calculated with the “orderCells” function. Minimum spanning trees were visualized with plot_cell_trajectory. Pseudo-time dynamic genes (*q*-val < 10^−5^), identified by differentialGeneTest, were displayed on plot_pseudotime_heatmap and grouped by expression pattern.

### 2.8 Transcription factors and regulon activity analysis

PySCENIC was designed to evaluate the activity of transcription factors (TFs) within individual cells (29). By examining the co-expression of genes related to a specific transcription factor, the activity of that transcription factor could be inferred. In PySCENIC, the GRNBoost algorithm was used to calculate the weights between transcription factors and their target genes, with count data as the input. Then, the output of PySCENIC was imported into R, and AUCell and SCENIC were used to calculate the average transcription factor activity.

### 2.9 Cell–cell interaction analysis with CellChat

The CellChat (v1.6.1) package was utilized to explore the communication probabilities between the macrophages of each subtype and all the other immune cells. The mouse CellChatDB was used, and we focused on the secreted signaling pathways. The expression of ligand–receptor pairs of the CellChatDB was calculated for the cell interaction quantification, and the interaction networks were constructed (16).

### 2.10 Statistical analysis

We conducted all statistical analyses using the Python (v3.13.0) and R (v4.4.2) platforms. The implementation of tests included two-sided unpaired Student’s *t*-tests and unpaired Wilcoxon rank-sum tests where appropriate. A *p*-value less than 0.05 was considered statistically significant.

## 3 Results

### 3.1 Dynamic gene expression landscape of osteomyelitis

Hierarchical clustering of GSE168896 revealed that day 1/day 3 samples clustered together, while day 7/day 14 samples formed a separate branch, indicating distinct osteomyelitis stages (**Figure 1A**). PCA confirmed this clustering pattern (**Figure 1B**). Based on these results, day 1/day 3 was classified as the acute phase, while day 7/day 14 was classified as the subacute phase (27, 30). A total of 2,382 DEGs across time points (day 3 vs. day 1, day 7 vs. day 3, day 14 vs. day 7) were used for soft clustering analysis, identifying six gene clusters. Notably, cluster 1 (C1) showed a decreasing trend from day 3 and had a low expression level, functionally associated with erythrocyte development. C2 was upregulated on day 3 after osteomyelitis modeling and maintained at a high expression level thereafter, and its function was related to the response to interferon. C3 expression fluctuated in the progression of osteomyelitis. C4, containing the *Il6*, C-X-C motif chemokine ligand 5 (*Cxcl5*), and *Cxcl10*, showed increased expression from day 7 onward and was associated with leukocyte activation and ossification. C5 showed a high expression level on day 1/day 3 and decreased in day 7/day 14, functionally associated with myoblast differentiation. C6 containing *Il17a*, *Il23r*, RANKL (*Tnfsf11*), osteoclast-associated transmembrane protein (Osterm, or Ostap), Osteoclast stimulatory transmembrane protein (Ocstamp), and TNF receptor superfamily member 19 (*Tnfrsf19*) exhibited a progressive increase in expression, indicating its role in bone development and the Wnt signaling pathway (**Figures 1C, D**). DEGs of each cluster and GO enrichment are shown in **Supplementary Table 1**. Immune cell infiltration analysis revealed significant increases in macrophages, dendritic cells (DCs), and NK cells on day 3, while B cells showed a progressive decline (**Figure 1E**).

**Figure 1:**
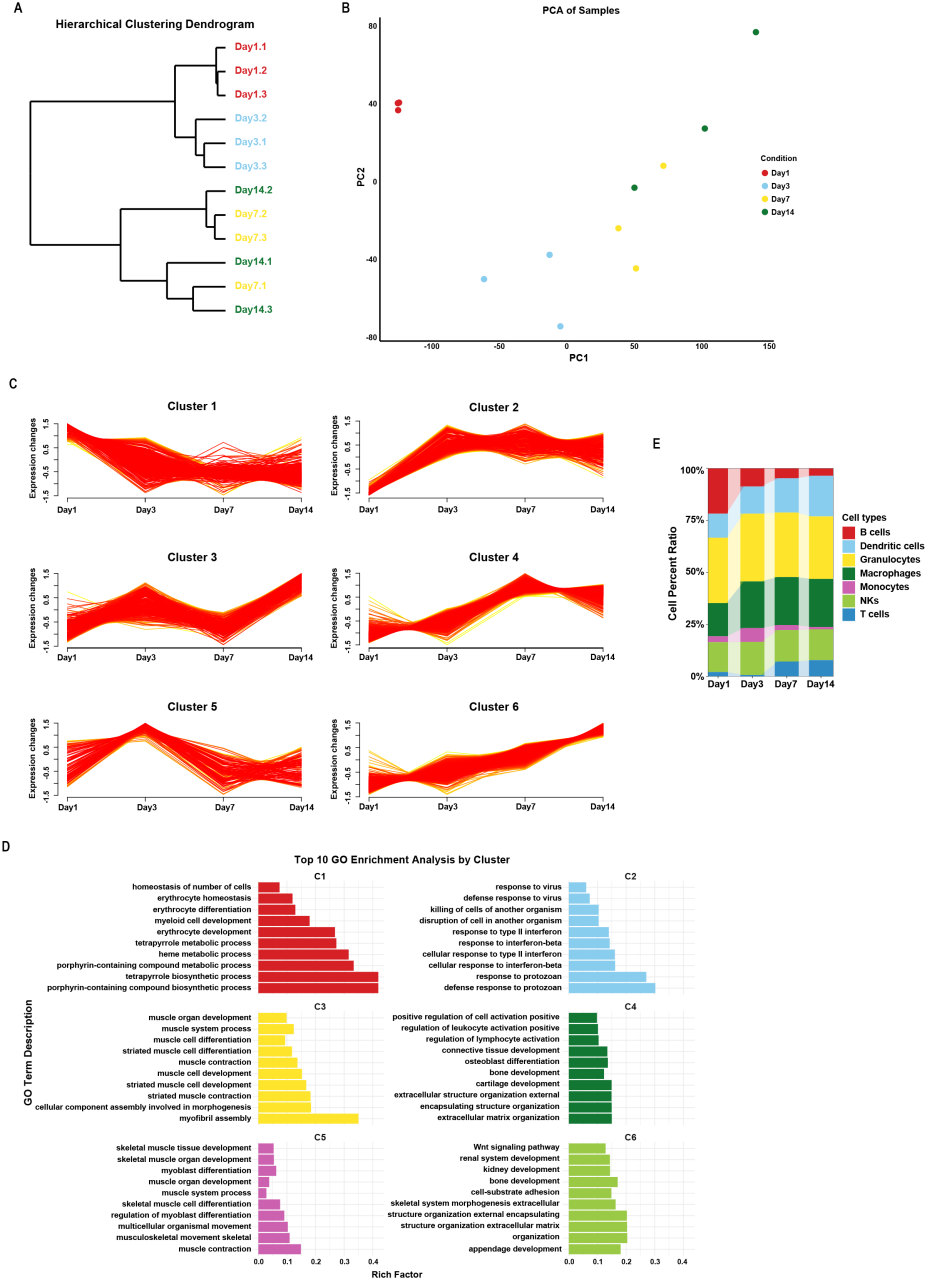
Time-series RNA-seq analysis of mouse osteomyelitis samples. Hierarchical clustering **(A)** and PCA analysis **(B)** showing the correlation of samples of different time points. Genes with similar expression patterns across time were clustered into six gene clusters **(C)** and their biological functions were explored through GO biological process enrichment analysis **(D)**. **(E)** Immune infiltration analysis revealed the proportions of major immune cell populations at different time points.

### 3.2 Single-cell mapping of osteomyelitis-driven immune reprogramming in bone marrow

To investigate the in-depth immune mechanisms of osteomyelitis, we established a mouse model of osteomyelitis, and the successful model construction was confirmed by H&E staining (**Figure 2A**) and micro-computed tomography (micro-CT) (**Figure 2B**). Single-cell sequencing analysis was used to explore new knowledge. 

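Bone marrow flushed from the femurs of mice injected with PBS (control) or Staphylococcus aureus (osteomyelitis) was analysed by droplet-based 3' single-cell RNA sequencing, with 1 library per condition. A library labelled as osteomyelitis in Trim59 knockout mice, on which the paper does not report, was made in the same way. By the labels this knockout is conditional, and the mice of the control and osteomyelitis libraries are flox mice, with WT as their genotype. The authors deposited unique molecular identifier (UMI) counts from CellRanger for 32285 features in every library, without normalization. The control table held 10099 barcodes and 78205134 UMIs, and the osteomyelitis table held 10968 barcodes and 95134114 UMIs. The median barcode had 4540 UMIs in the control library and 4056 in the osteomyelitis library, with medians of 1358 and 1103 detected features. The rows of these tables carry no gene names, so the limit on mitochondrial UMIs was not applied here and no cluster was given a cell type. Barcodes with 500 to 5000 detected features were kept, which left 9315 control and 9514 osteomyelitis cells. Scrublet's automatic threshold removed 266 control cells as doublets. It marked 0 osteomyelitis cells, so the 724 cells with the highest doublet scores were removed from that library instead, at a rate of 0.8% for each 1000 cells. The 9049 control and 8790 osteomyelitis cells that remained had medians of 4397 and 4042 UMIs. After each of these cells was thinned to 1000 UMIs, the median number of detected features was 475 in the control library and 394 in the osteomyelitis library, against 1334 and 1103 without thinning. Thinning left out 74 control cells and 12 osteomyelitis cells that had fewer UMIs. Counts were normalised to 10000 UMIs per cell and log-transformed, and 15 principal components of the 3000 most variable features were computed on both libraries together, with no adjustment for library. With 1 library per condition, no test between conditions was possible, and the intervals given for shares are exact Clopper-Pearson 95% intervals that cover counting error only.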

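The distribution of the control and osteomyelitis cells was compared without naming cell types, from the 30 nearest cells of each cell in the space of the principal components. Osteomyelitis cells made up 49.3% of the clustered cells. A full mixture of libraries with the same composition would give this share. A difference between the libraries in cluster shares alone also moves the values below away from it. Among the nearest cells of control cells, 16.1% on average were osteomyelitis cells. Among the nearest cells of osteomyelitis cells, 85.3% were from the same library. The alternative that lowered the first of these values most was centring the principal components within each library, which gave 2.28%. The one that raised it most was anchor-based integration of the libraries, chosen after seeing the data, which gave 36.1%. The value for osteomyelitis cells was 96.9% with centring and 76.0% after integration. The mixture differed between clusters, each of which has its own share of osteomyelitis cells. In cluster 8 the nearest cells of control cells held 23.0% of osteomyelitis cells, against 24.2% in the whole cluster, and in clusters 5, 6, 7, 9 and 11 they held 13.4% against 16.6%, 34.9% against 42.8%, 20.3% against 22.4%, 33.8% against 43.8%, and 18.6% against 21.2%. In clusters 2, 3 and 4 they held 9.13% against 28.4%, 21.3% against 37.6%, and 10.9% against 36.5%. The nearest cells of osteomyelitis cells held more osteomyelitis cells than the whole cluster in each of these clusters. They held 84.1%, 73.0% and 76.9% in clusters 2, 3 and 4, 32.3% in cluster 5, 52.3% in cluster 6, 39.6% in cluster 7, 33.0% in cluster 8, 56.5% in cluster 9 and 23.5% in cluster 11. Over summed UMIs, the median absolute log2 ratio of normalised counts (CPM, UMIs scaled to a common library total) between the osteomyelitis and control libraries was 0.57 over 12021 features with at least 100 UMIs in both sums together, with a pseudocount of 1 CPM. The median signed log2 ratio over the same features was -0.48. These values describe 1 library of each condition, so a difference between the libraries as such cannot be separated from a difference between the conditions.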

Results showed that the bone marrow cell distribution of mice with osteomyelitis is consistent with that of control mice (**Supplementary Figure 1A**). Furthermore, single-cell sequencing analysis identified 12 cellular subpopulations (C0–C11) (**Supplementary Figure 1B**). 

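Louvain clustering of the 9049 control and 8790 osteomyelitis cells, for which the paper's text gives no resolution, was run at increasing resolutions to reach 12 clusters. No resolution tried gave exactly 12, and the nearest lower number, 11 clusters at a resolution of 0.15, was used, since a resolution of 0.2 gave 13. The clusters are given here by number, in order of size, and these numbers do not correspond to C0-C11 of the paper. Cluster 1 held 15 of the control cells (0.166%, interval 0.0928 to 0.273) and 4571 of the osteomyelitis cells (52.0%, interval 51.0 to 53.1). Its osteomyelitis cells had a median of 2966 UMIs and 784 detected features. Cluster 2 held 30.8% of control cells (interval 29.9 to 31.8) and 12.6% of osteomyelitis cells (interval 11.9 to 13.3). Cluster 3 fell from 20.1% (interval 19.3 to 20.9) in the control library to 12.4% (interval 11.8 to 13.2) in the osteomyelitis library, and cluster 4 from 13.8% (interval 13.1 to 14.5) to 8.15% (interval 7.58 to 8.74). The decrease in cluster 5 was from 15.0% (interval 14.2 to 15.7) to 3.07% (interval 2.72 to 3.45). Cluster 10 was made up of 154 osteomyelitis cells (1.75%, interval 1.49 to 2.05) and 0 of 9049 control cells. A floor of 3 counts allows a control share of up to 0.0332%, and the upper limit of the exact interval is 0.0408%. The remaining clusters 6, 7, 8, 9 and 11 each held between 1.32% and 6.11% of control cells and between 0.364% and 4.40% of osteomyelitis cells. For cluster 9 the intervals of the libraries overlapped, at 2.27% (interval 1.97 to 2.59) and 1.82% (interval 1.55 to 2.12). Because cluster 1 takes up so much of the osteomyelitis library, the shares of its other clusters are lowered with it. Among the 9034 control and 4219 osteomyelitis cells outside cluster 1, clusters 3, 4, 6, 9 and 10 were higher in the osteomyelitis library, cluster 3 at 25.9% (interval 24.6 to 27.3) against 20.1%, cluster 4 at 17.0% (interval 15.8 to 18.1) against 13.8%, cluster 6 at 9.17% against 5.73%, cluster 9 at 3.79% against 2.27%, and cluster 10 at 3.65% against 0. Clusters 2, 5, 7, 8 and 11 were lower on this base as well with the settings described. Cluster 2 was at 26.3% against 30.9%, cluster 5 at 6.40% against 15.0% and cluster 7 at 3.79% against 6.12%. Cluster 8 was at 3.25% against 4.75% and cluster 11 at 0.758% against 1.32%. For clusters 2, 3, 4 and 6 the direction depends on the processing. Outside the cluster matched to cluster 1, the match of cluster 2 was higher in the osteomyelitis library after anchor integration and with thinned cells. It was slightly higher with 2000 variable genes and with the 3 libraries clustered together, and lower in the other alternatives. The match of cluster 3 was lower with the wider gene limits, with centring and at a resolution of 0.8. Those of clusters 4 and 6 were lower only at a resolution of 0.8, for cluster 6 slightly. At that resolution the cluster matched to cluster 1 held 42.6% of its cells. Among all cells, the difference in cluster 2 became larger or smaller with the processing. The cluster matched to it held 23.8% of control and 20.4% of osteomyelitis cells after anchor integration. With 30 principal components the matched cluster held 39.8% and 0.694%. That match held 72% of the cells of cluster 2, without most of its osteomyelitis cells, and took in control cells from outside it. Summed over clusters, 53.6% of cells would have to change cluster to turn the control shares into the osteomyelitis shares. The alternative that moved this value most was centring the principal components within each library, which gave 81.6%. Of the 2 libraries clustered, almost all cells of clusters 1 and 10 came from the osteomyelitis library with the settings described. After anchor integration, the cluster matched to cluster 1 held 5.86% of control and 42.9% of osteomyelitis cells. When the cells of the library labelled Trim59 knockout, also injected with S. aureus, were projected onto the clusters, 45.7% of them fell in cluster 1 and 1.68% in cluster 10. Of the Trim59 knockout cells outside cluster 1, 13.1% were in cluster 4 and 16.2% in cluster 5, against 13.8% and 15.0% of control cells. That library thus did not repeat the rise in cluster 4 or the fall in cluster 5 on this base. Its other clusters differed from the control library in the same direction as those of the osteomyelitis library. With 1 control library, clusters 1 and 10 are not separated from a technical difference between that library and both S. aureus libraries. The paper annotated its subpopulations manually from their marker genes and compared the shares of the resulting cell classes between the samples (Figure 2F).

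**Figure D1:**
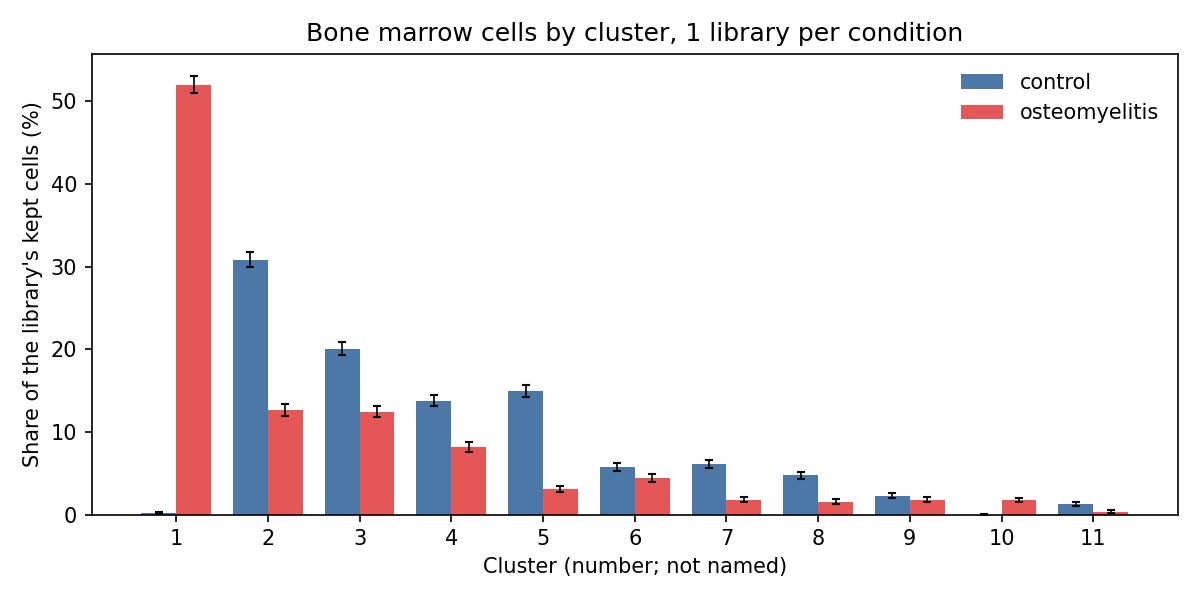
Share of the kept cells of each library (y axis, %) by cluster number (x axis) for the control and osteomyelitis libraries, with exact 95% binomial intervals as error bars. Cluster 1 holds 0.166% of control and 52.0% of osteomyelitis cells, and clusters 2 to 5 hold smaller shares of all osteomyelitis cells than of all control cells.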

The marker genes of C0 contained interferon-stimulated gene 15 (*Isg15*), *Cxcl3*, *Ccl4*, and other inflammatory genes in macrophages. Marker genes in C2 include colony-stimulating factor 1 (*Csf1*) and cluster of differentiation 63 (*Cd63*), which were marker molecules of macrophages. Therefore, C0 and C2 were identified as macrophage subpopulations. C1 contained neutrophil granule protein (*Ngp*) and lactotransferrin (*Ltf*), which were classical markers of neutrophils, and C4 contained the Ltf and neutrophil-specific gene cathelicidin antimicrobial peptide (*Camp*), C5 contained elastase (*Elane*) and proteinase 3 (*Prtn3*), and C7 contained stathmin 1 (*Stmn1*) and *Prtn3*, which were associated with neutrophil maturation and antimicrobial activity, so C1, C4, C5, and C7 were identified as neutrophils. In C3, *Cd79a* and *Cd79b* were classical markers of B cells, and membrane spanning 4-domains A1 (*Ms4a1*) was a marker of mature B cells. In C8, V-set pre-B-cell surrogate light chain 1 (*Vpreb1*), *Vpreb3*, and immunoglobulin lambda-like polypeptide 1 (*Igll1*) were markers of early B cells (pre-B cells). So, C3 and C8 were identified as a B-cell subgroup. C6 contained monocyte-/macrophage-associated genes, such as S100 calcium-binding protein A4 (*S100a4*), apolipoprotein E (*Apoe*), and cathepsin S (*Ctss*). In C9, *Cd3g* and T-cell receptor beta constant 2 (*Trbc2*) were components of the T-cell receptor complex, and *Cd8a* suggests that C9 was identified as cytotoxic T cells. In C10, arginase 1 (*Arg1*), macrophage scavenger receptor 1 (*Msr1*), and *Cd38* were markers of M2 macrophages, and C10 was then identified as M2-like macrophages. C11 contained the marker genes Siglech and interferon regulatory factor 8 (*Irf8*), which are specific markers of plasmacytoid DCs (pDCs), so C11 was identified as pDCs (**Figure 2C**). Marker genes per cell cluster were visualized in heatmaps (**Figures 2D, E**; **Supplementary Table 2**). The proportion of macrophage infiltration increased most significantly after osteomyelitis and showed the highest proportion among immune cells in osteomyelitis (**Figure 2F**). This is similar to the results of the dataset GSE168896 (**Figure 1E**).

**Figure 2:**
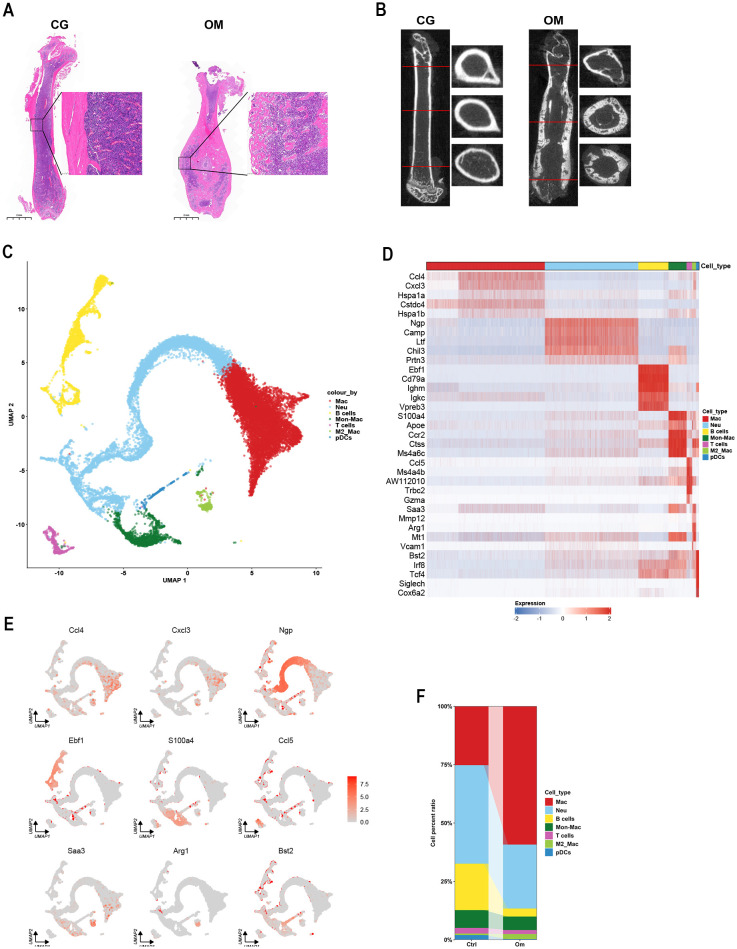
Single-cell RNA-seq analysis. Identification of the osteomyelitis model by H&E staining **(A)** and micro-CT **(B)**. H&E staining revealed diffuse infiltration of numerous neutrophils within the marrow cavity of the femur in osteomyelitis mice, with localized abscess formation, accompanied by necrosis of bone trabeculae and marrow tissue, and micro-CT revealed focal osteolysis, cortical bone discontinuity, and sequestrum formation in the femurs of mice with osteomyelitis. **(C)** UMAP showed the immune cell clusters in the control and the osteomyelitis samples. **(D)** The heatmap showed cell markers of each cell cluster. **(E)** The expression of the most highly expressed genes of each cell cluster. **(F)** Cell percent ratio of the ctrl and the osteomyelitis samples.

### 3.3 Characteristics of monocytes/macrophages

As M2 macrophages showed a core regulatory role in osteomyelitis progression, we then explored the functions of monocyte/macrophage subtypes. The distribution of monocytes/macrophages in osteomyelitis mice was consistent with that in the control mice (**Supplementary Figure 2**). Nine subclusters of monocytes/macrophages were identified and renamed with their marker genes (**Figure 3A**; **Supplementary Table 3**). M2 macrophages had two distinct subpopulations, one highly expressing *Arg1* and Syndecan-4 (*Sdc4*) and the other highly expressing integrin binding sialoprotein (*Ibsp*) and Biglycan (*Bgn*). Thus, M2 macrophages were subdivided into two subpopulations: Arg1^+^Sdc4^+^ macrophages and Ibsp^+^Bgn^+^ macrophages (**Figure 3A**). The infiltration of Mif^+^Cd63^+^, Cxcl1^+^Ccl4^+^, and Arg1^+^Sdc4^+^ macrophages increased dramatically after osteomyelitis (**Figure 3B**). These results were also validated by flow cytometry (**Figure 3C**). Markers of each subtype were shown in a heatmap (**Figure 3D**). Pseudo-time analysis suggested that Tmsb10^+^S100a4^+^ monocytes were at the start point of development, and Arg1^+^Sdc4^+^ and Mif^+^Cd63^+^ macrophage subtypes were fully differentiated (**Figure 3E**). At branch point 1, monocyte/macrophage cells were differentiated to Arg1^+^Sdc4^+^ and Mif^+^Cd63^+^ macrophages in branch 1, and the differentiated marker genes were expressed, such as *Msr1*, *Cd38*, *Mmp12*, and *Arg1* (**Figure 3F**).

**Figure 3:**
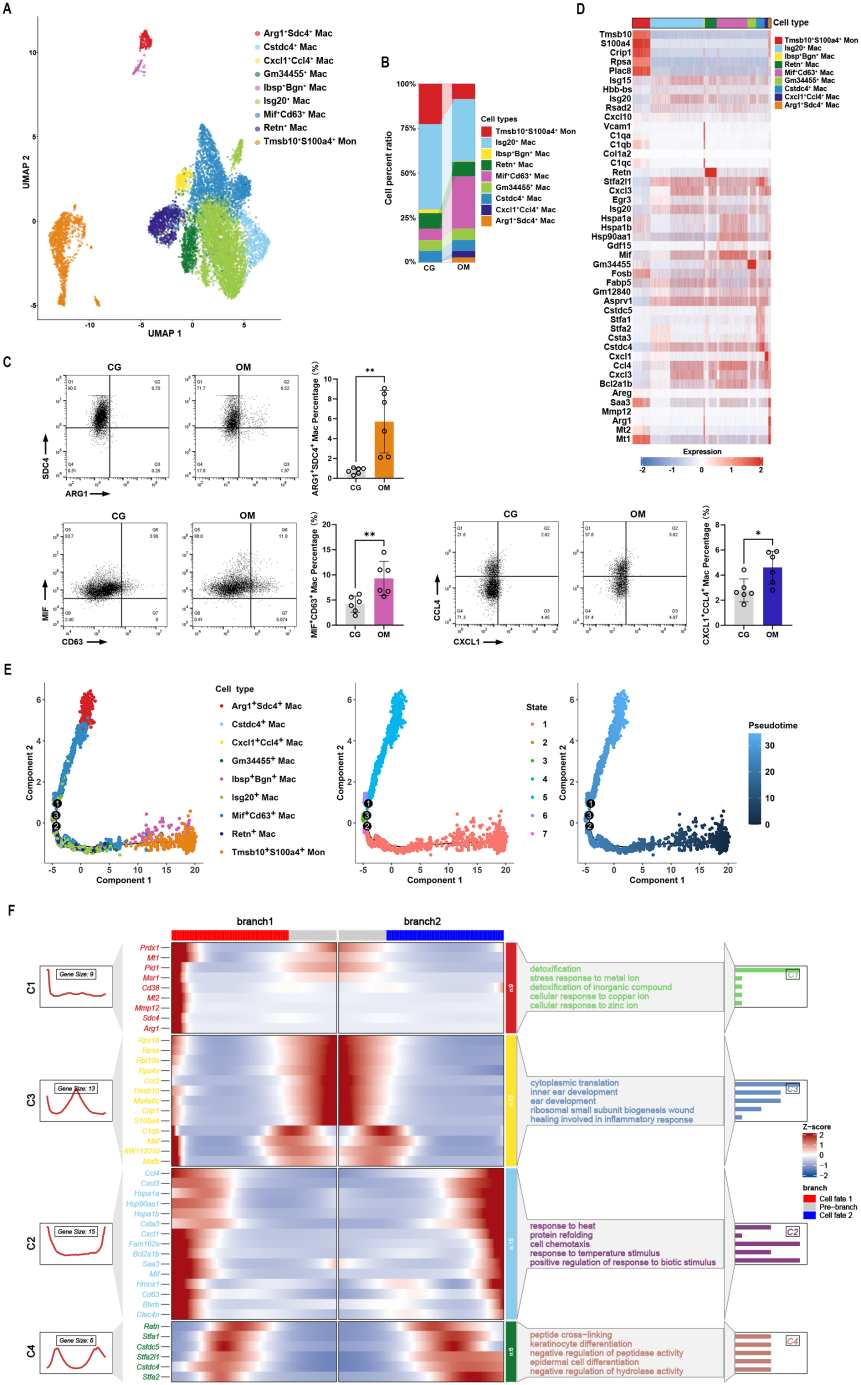
Monocyte/macrophage subcluster analysis. Cell clusters **(A)** and cell percent ratio **(B)** of the control and the osteomyelitis samples. **(C)** Macrophage subtypes were identified by flow cytometry. **(D)** Cell markers of each sample. **(E)** Pseudo-time analysis of all the monocyte/macrophage cell clusters. **(F)** Heatmap and function annotation of differentially expressed genes at branch point 1. *: *p* < 0.05; **: *p* < 0.01.

### 3.4 Identification of potential regulons of each cell subtype

SCENIC-based regulon profiling pinpoints the core transcriptional switches that lock each cell type into its identity and assembles the corresponding gene-regulatory circuitry. The output revealed distinct, lineage-specific regulons proposed to safeguard cellular phenotypes (**Figure 4A**). We then converted regulon activity into binary on/off calls and mapped these signatures onto individual cell clusters (**Figure 4B**). ETS variant transcription factor 4 (Etv4) and RAR-related orphan receptor A (Rora) emerged as the most specific regulators within Arg1^+^Sdc4^+^ macrophages. In Cxcl1^+^Ccl4^+^ macrophages, these were Etv4 and V-Myb avian myeloblastosis viral oncogene homolog (Myb) (**Figure 4C**). These data revealed distinct regulon landscapes across the cell types.

**Figure 4:**
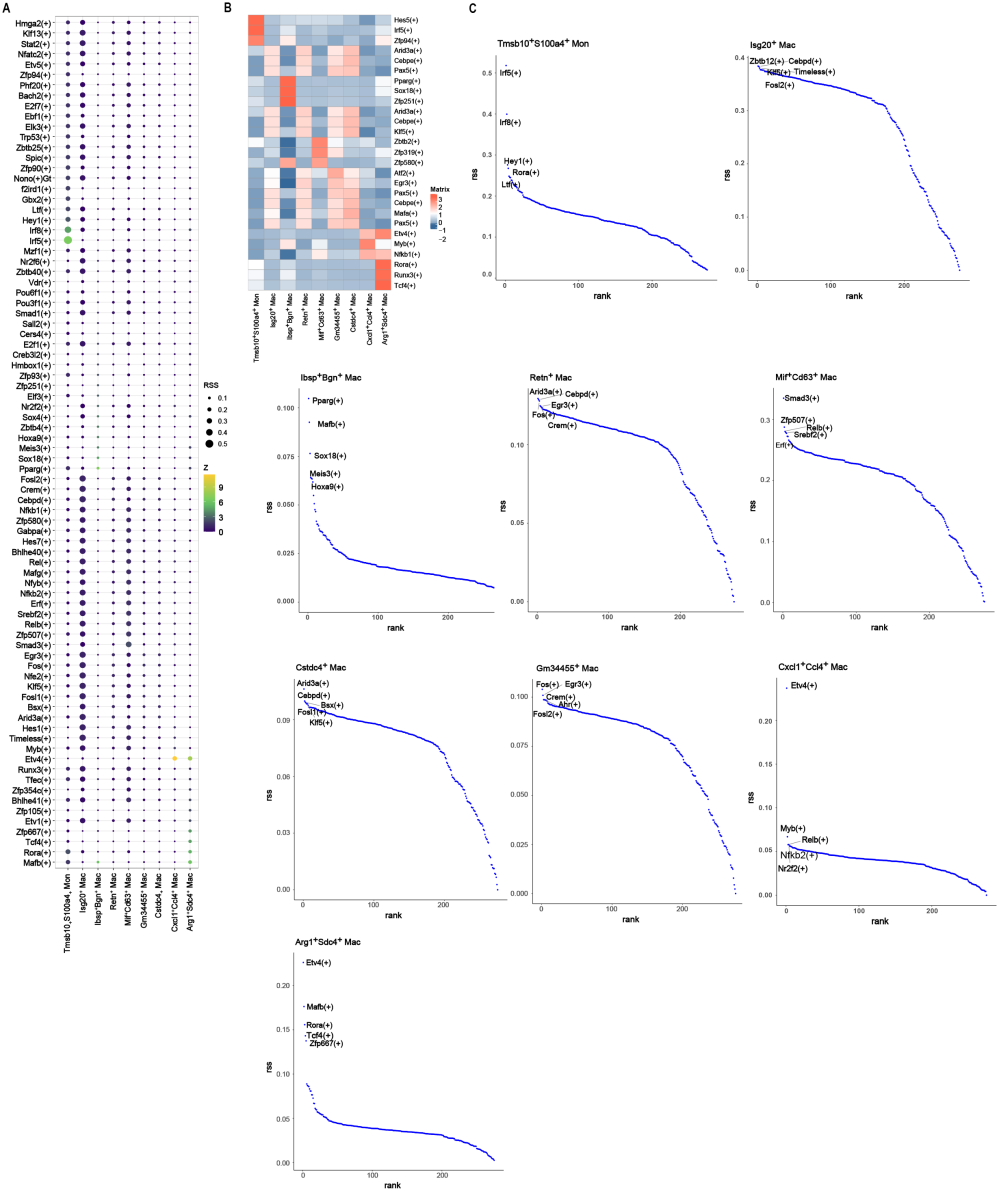
Transcription factor analysis. All the activated transcription factors in immune cell clusters **(A)**, the differentially activated transcription factors **(B)**, and the most activated transcription factors of each cell cluster **(C)**.

### 3.5 Macrophage subtypes interact with other immune cells through ligand–receptor interactions

For CellChat analysis, the Arg1^+^Sdc4^+^, Cxcl1^+^Ccl4^+^, and Mif^+^Cd63^+^ macrophages showed the most outgoing interactions with other immune cells (**Figures 5A, B**). The CCL and CXCL signaling pathways were among the most active mediators of intercellular communication (**Figures 5B, C**). Cxcl2–Cxcr2 and Ccl3–Ccr1 ligand–receptors contributed mostly in Arg1^+^Sdc4^+^, Cxcl1^+^Ccl4^+^, and Mif^+^Cd63^+^ macrophages (**Figures 5D, E**), indicating the key role of Ccl3–Ccr1 and Cxcl2–Cxcr2 in them. In the dataset GSE168896, Ccl3 and Cxcl2 appeared in cluster 4 (**Supplementary Table 1**) and increased with the extension of time (**Figure 5F**). This further suggested that Ccl3–Ccr1 and Cxcl2–Cxcr2 may play key roles in osteomyelitis through macrophages.

**Figure 5:**
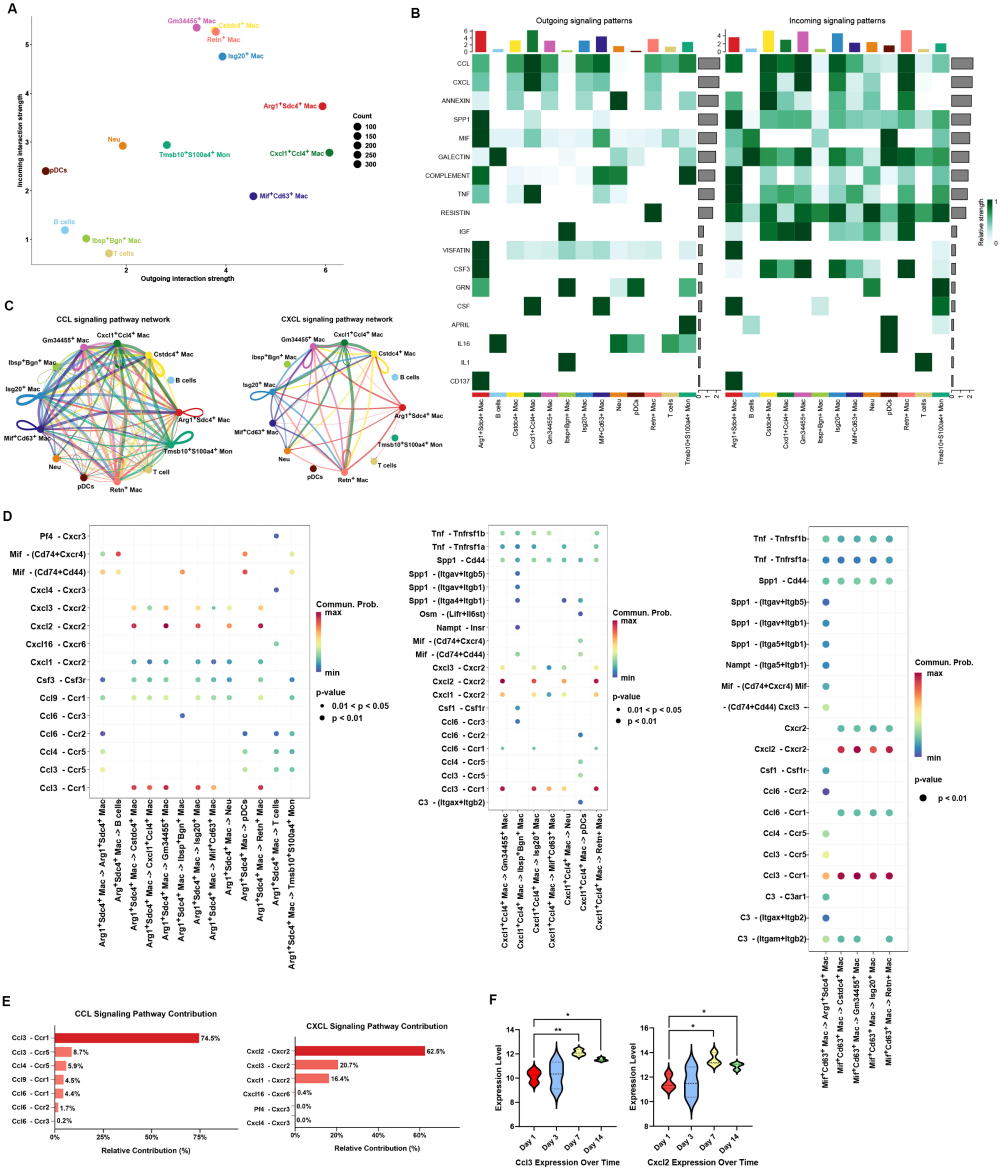
CellChat analysis. **(A)** Incoming and outgoing strength of cell clusters. **(B)** The incoming and outgoing signaling patterns of cell clusters. **(C)** CCL and CXCL signaling pathway network; secreted signaling interactions of cell clusters **(D)**. **(E)** Relative contribution of each L–R pair in the CCL and CXCL signaling pathway. **(F)** Expression of Ccl3 and Cxcl2 at different time points. *: *p* < 0.05; **: *p* < 0.01.

## 4 Discussion and conclusion

Osteomyelitis often leads to severe bone destruction and inflammation of surrounding tissues, resulting in prolonged treatment cycles and limb dysfunction. Post-infection immune remodeling stalls repair and fuels bone loss. Next-generation sequencing unveiled the immune landscape reshaped by osteomyelitis. By integrating bulk and single-cell RNA-seq, we pinpointed how host defenses both shape and are shaped by this infection, while revealing tractable drug targets.

Neutrophils, macrophages, and B and T cells are rapidly recruited to the site of osteomyelitis. Their relative abundance and activation states undergo dynamic changes as the disease progresses and the local microenvironment evolves (31). Monocytes and macrophages, for instance, serve as frontline innate sentinels that engulf and eliminate invading microbes (32). T cells coordinate adaptive immune responses, while B cells produce antibodies targeting specific pathogens—a dual mechanism essential for effective host defense. In osteomyelitis, the presence of lymphocytes indicates a prolonged immune reaction (33). Immune cells secrete cytokines and chemokines, which are signaling molecules that mediate inflammation and recruit other immune cells to the infected site. Osteomyelitis is marked by a surge of pro-inflammatory mediators (34). Analysis of immune cell infiltration in this study revealed an increase in DCs and macrophages following osteomyelitis. Notably, monocytes/macrophages exhibited the most significant expansion among these cell populations, underscoring their central role in the disease.

Following injury, monocytes and macrophages coordinate tissue repair by modulating inflammation, clearing cellular debris, and secreting growth factors that promote healing (35). We delineated nine transcriptionally distinct subsets of these cells and characterized how osteomyelitis dynamically reshapes each one’s molecular profile. One of the major subsets was the M2-like Arg1^+^Sdc4^+^ macrophages, highly expressing key genes including *Arg1* and *Mmp12*. Arg1^+^ macrophages, characterized by the expression of Arg1, metabolize L-arginine into urea and L-ornithine (36), inhibiting the production of nitric oxide (NO) and alleviating inflammatory responses (37). L-ornithine feeds polyamine synthesis, a key step for tissue repair and regeneration (38). By producing L-ornithine, Arg1^+^ macrophages promote the synthesis of polyamines, contributing to tissue repair and regeneration (39). These macrophages also secrete cytokines and growth factors, which further facilitate tissue repair (40). Furthermore, Arg1^+^ macrophages regulated the metabolism of L-arginine, thereby influencing the functions of other immune cells. For instance, they can limit the activation of T cells, thereby suppressing excessive immune responses (41). Although Arg1^+^ macrophages are primarily associated with anti-inflammatory and tissue repair functions, they also participate in the clearance of pathogens and cellular debris under certain circumstances. For example, in some chronic infections, these macrophages can clear dead cells and pathogens through phagocytosis (35). Sdc4^+^ macrophages participated in inflammation by shaping the release of immune mediators. In atherosclerosis models, the reduction of Sdc4 exacerbates the pro-inflammatory capacity of macrophages (42). In our study, Arg1^+^Sdc4^+^ macrophages increased after osteomyelitis, suggesting that these macrophages tip the balance between resolution and persistence of osteomyelitis.

Cxcl1^+^Ccl4^+^ macrophages were another increased subpopulation of macrophages that emerged in osteomyelitis. CXCL1 is a significant CXCL chemokine that attracts neutrophils and other immune cells to the sites of inflammation. Cxcl1^+^ macrophages amplified inflammation by releasing CXCL1 to recruit neutrophils to the tumor microenvironment. Additionally, Cxcl1^+^ macrophages secreted other inflammatory mediators, which further modulated the inflammatory response (43). Interestingly, Cxcl1^+^ macrophages recruited myeloid-derived suppressor cells (MDSCs) and regulatory T cells (Tregs), weaving a local immunosuppressive network that shields tumor cells from immune attack (44, 45). These results all confirm the multiple roles of Cxcl1^+^ macrophages in the inflammatory response. CCL4 could recruit monocytes, T cells, and other immune cells to inflamed sites. Ccl4^+^ macrophages enhanced the inflammatory response by secreting Ccl4, which promoted the recruitment of these immune cells (46). Ccl4^+^ macrophages also secreted other inflammatory mediators (47). Similarly, CCL4 attracted MDSCs and Tregs, contributing to the creation of a local immunosuppressive milieu (46). Thus, in osteomyelitis, Cxcl1^+^Ccl4^+^ macrophages seed the inflamed bone with CXCL1 and CCL4, recruiting immune cells that both push the reaction forward and keep it from fading.

Mif^+^Cd63^+^ macrophages significantly increased in the osteomyelitis mouse model in this study. MIF is an important inflammatory mediator that can promote the recruitment and activation of inflammatory cells. Meanwhile, tumor cells reshape tumor-associated macrophages (TAMs) into an immunosuppressive APOE^+^ subset through the MIF–CD74 axis, thereby driving tumor progression (48). In hepatocellular carcinoma (HCC), CD63^+^ TAMs promoted the proliferation, invasion, and metastasis of HCC cells by inducing epithelial–mesenchymal transition (EMT) and lipid reprogramming (49). As a signature gene of the inflammatory expression program, CD63 was associated with poor prognosis in patients with HCC (49). Exosomal CD63 is involved in the intracellular transport of pathogens to host cells (50). In osteomyelitis, Mif^+^Cd63^+^ macrophages might be responsible for pro-inflammation, and more research is needed to confirm this.

The Ccl3 (also known as MIP-1α) and its primary receptor Ccr1 signaling axis constitute a pivotal pathway regulating immune cell migration and activation. This pathway plays a critical role in diverse pathophysiological processes, including inflammation, infection, autoimmune diseases, and tumor microenvironment modulation (51). Ccl3 is produced by a variety of cells, including activated macrophages and lymphocytes. By binding to Ccr1, it efficiently recruits monocytes/macrophages, neutrophils, DCs, and T cells to sites of inflammation or injury (52). Ccl3 frequently interacts synergistically or antagonistically with pathways such as Cxcl2–Cxcr2, thereby forming a complex regulatory network of chemokines (52). CCL3 exerts its function by promoting the recruitment of leukocytes to inflammatory sites and is closely related to immune surveillance and tolerance. Currently, CCL3 has become a prognostic biomarker for both solid tumors and hematological malignancies (53). Therefore, in osteomyelitis, the Ccl3–Ccr1 axis may lead to extensive inflammatory cell infiltration within the bone marrow cavity and contribute to persistent infection, thereby facilitating its progression into chronic osteomyelitis.

The Cxcl2–Cxcr2 pathway mediates communication between immune cells, notably macrophages, indicating potential regulation of osteomyelitis. CXCL2 is expressed in macrophages, endothelial cells, and tumor cells and recruits and activates neutrophils through the Cxcl2–Cxcr2 axis, which is essential for host defense against infection and tissue repair (54, 55). Cxcl2 recruited MDSCs and neutrophils through Cxcr2, forming an immunosuppressive microenvironment that promoted tumor progression. In colorectal cancer, CXCL2 levels rose alongside M2-polarized macrophage numbers, a liaison that fostered tumor spread and immune escape (56, 57). In chronic inflammatory diseases, CXCL2 exacerbated chronic inflammation by recruiting and activating neutrophils (58, 59). Similar to the three macrophage subtypes mentioned above, the Cxcl2–Cxcr2 signaling pathway is committed to sustaining inflammation and may contribute to the high incidence of chronic osteomyelitis.

In conclusion, our study found that Arg1^+^Sdc4^+^ and Cxcl1^+^Ccl4^+^ macrophages emerged after infection, while Mif^+^Cd63^+^ macrophages showed a dramatic increase. Beyond its broad reach across immune cell types, the Cxcl2–Cxcr2 axis is especially pivotal within macrophage subsets, implicating it as a key driver of osteomyelitis progression. Our results provided a comprehensive view of the genetic and cellular dynamics in osteomyelitis, highlighting the intricate immune landscape and the potential for targeted therapies. Further research is warranted to explore these findings in clinical settings and to develop novel treatment strategies that can improve outcomes for patients with osteomyelitis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE311208 (GEO).

How the deposited data were processed for this re-analysis (not part of the article)

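Bone marrow cells of mice were sequenced in 3 droplet-based 3' libraries, 1 each for control mice, mice with osteomyelitis and mice with osteomyelitis labelled as Trim59 knockout. The time of collection was taken to be 2 weeks after injection, which the methods give for the histology only. The labels give the 3 libraries the same batch, so no split by batch was possible. The sample conditions were taken from the deposited sample labels and checked against the methods. The titles of the control and osteomyelitis libraries name flox mice, with WT in the genotype field, and the knockout is labelled as conditional. The bulk RNA sequencing, flow cytometry and histology of the paper were not analysed here.

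The authors deposited UMI counts per feature and barcode as whole numbers, without normalization, made with CellRanger 7.1.0 according to the methods. The genome build is not given in the sources used here. Each table held 32285 rows and a header of barcodes, and the rows carry no gene names or identifiers. The row order was taken to be the same in the 3 tables: the correlation across rows of log2 CPM summed over barcodes was 0.982 between the control and osteomyelitis tables, and 0.228 when the rows were shifted by 1. Names were not assigned to rows from their order. For this reason the mitochondrial limit of 20%, the cell classes and macrophage subtypes, the ligand-receptor contributions, the regulons, the pseudotime, the level of Trim59 and every marker rule set before the data were examined were not computed. The reference genome and annotation were not used. What was computed instead, the shares of cells by numbered cluster and the mixture of the libraries, was chosen after seeing that the tables name no genes. The settings of the pipeline and the alternatives below were set before the data were examined, except where stated.

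The control, osteomyelitis and Trim59 knockout tables held 78205134, 95134114 and 87330564 UMIs in 10099, 10968 and 10583 barcodes. Barcodes with fewer than 500 detected features (394, 921 and 928) and with more than 5000 (390, 533 and 448) were removed. Scrublet, in scanpy 1.11.5 with Python 3.11.15 and an expected doublet rate of 6%, was run on each library. Its automatic threshold marked 266, 0 and 2 cells. Where it marked under 0.5% of the cells, the cells with the highest scores were removed at a rate of 0.8% for each 1000 cells, which removed 724 osteomyelitis and 678 Trim59 knockout cells. The doublet shares removed therefore differ between the libraries, at 2.86%, 7.61% and 7.36%. The cells kept numbered 9049, 8790 and 8529.

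Counts of the control and osteomyelitis cells were normalised to 10000 UMIs and log-transformed in Seurat 5.3.0 with R 4.3.3, and 3000 variable features (vst) and 15 principal components were used, after the methods. Louvain clusters were made on the shared nearest neighbour graph, at the lowest resolution in steps of 0.05 from 0.1 that gave 12 clusters or, where none did, the nearest number. The Trim59 knockout cells were projected onto the principal components, and each was given the majority cluster of its 30 nearest cells. The distance between 2 libraries is the sum over clusters of the positive differences in share, in percentage points. Shares of cells have exact Clopper-Pearson 95% intervals. They cover counting error only and not the difference between mice. With 1 library per condition no test was made, and no p-value or count of changed genes is given. For the number of detected features per cell, each cell was also thinned to 1000 UMIs.

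The functions were tested on simulated data. Of 3000 simulated cells per library, drawn from the profiles of the clusters over 32285 features, 99.9% of control and osteomyelitis cells were placed in the cluster they were drawn from, and the simulated distance between these libraries, 54.5 percentage points, was recovered as 54.5. Each cluster had the same profile in every library, and its cells varied by counting error and number of UMIs only. These values therefore test the functions, and not how well the real clusters are separated. For simulated summed UMIs of osteomyelitis against control over 11106 features, 99.0% of 200 features changed 2-fold were within 0.2 of the known log2 ratio.

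The alternatives were no doublet removal, at least 200 genes per cell with no upper limit, 30 principal components, 2000 variable features, a resolution of 0.8, principal components centred by library, the 3 libraries clustered together, and both S. aureus libraries taken as osteomyelitis. The alternative with at least 200 genes kept every barcode above that limit, so it left the doublets in as well. Added after seeing the data were doublets removed at the fixed rate in every library, cells thinned to 1000 UMIs before clustering, and integration of the control and osteomyelitis libraries with Seurat anchors over 2000 features. The log2 ratios of CPM were also computed with a pseudocount of 10 CPM and with at least 30 UMIs.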

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

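The alternatives with no doublet removal, with wider gene limits and with the 3 libraries clustered together were set before the data were examined, but were taken as tests of these clusters after their values had been seen. Thinning was added after the shares by cluster had been seen, and its test of cluster 1 was written before its result. The comparison of nearest cells, the tests of clusters 9 and 10 and the shares outside cluster 1 were chosen after the values had been seen. The paper does not report on the library labelled osteomyelitis in Trim59 knockout mice. It is 1 library, and without gene names its genotype was not checked here.

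Cells of this library appeared above the control level in 3 clusters. Cluster 1 held 45.7% of its cells (exact 95% binomial interval 44.6 to 46.7, counting error only), against 0.166% of control cells (interval 0.0928 to 0.273) and 52.0% of osteomyelitis cells. Cluster 10 held 1.68% (interval 1.41 to 1.97), against 0 of 9049 control cells and 1.75% of osteomyelitis cells. Cluster 9 held 3.13% (interval 2.77 to 3.52), against 2.27% (interval 1.97 to 2.59) in the control library and 1.82% (interval 1.55 to 2.12) in the osteomyelitis library.

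Several technical explanations of cluster 1 were tested. Doublets removed at different rates do not account for it, since with no doublet removal the cluster held 51.2% of osteomyelitis cells. The limits on genes per cell do not either. With at least 200 genes, no upper limit and again no doublet removal, it held 51.5%. With every cell thinned to 1000 UMIs before clustering, 0.0669% of control cells were in the largest osteomyelitis cluster, which argues against a difference in UMIs per cell. An error in the osteomyelitis library alone is argued against by the second S. aureus library: when the 3 libraries were clustered together, without projection, 44.9% of its cells were in the largest osteomyelitis cluster, against 0.133% of control cells. A large shift of the osteomyelitis library alike in every kind of cell is argued against by cluster 6, where 34.9% of the nearest cells of control cells were osteomyelitis cells, in a cluster of which 42.8% of the cells were from that library. This cluster was taken because its value was the highest outside cluster 1. The nearest cells of its osteomyelitis cells held 52.3%, so it was not fully mixed, and a smaller shift stays open.

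A technical difference between the control library and both S. aureus libraries that acts on some kinds of cells more than on others stays open, because there is 1 control library, and so does free RNA, which was not tested. Cells that the mitochondrial limit of the methods would have removed stay open too, since that limit was not applied here. A response of bone marrow cells to the infection also stays open, as does a difference between the mice themselves.

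For cluster 10, the matched cluster held 2.13% of osteomyelitis cells with no doublet removal. It held 1.85% with the wider gene limits, also without doublet removal, and 1.74% with thinned cells. There were 0 control cells each time, which argues against the gene limits and the number of UMIs per cell. With the 3 libraries clustered together it held 1.66% of Trim59 knockout cells, which argues against the osteomyelitis library alone. Doublets stay open: with no doublet removal, 22.7% (interval 17.1 to 29.0) of the 203 osteomyelitis cells of this cluster were among those marked as doublets, against 7.61% of the library. The median osteomyelitis cell kept in cluster 10 had 12271 UMIs, against 4042 in the whole library. This was within the range of 10214.5 to 24997 for the osteomyelitis cells of clusters 3, 4, 6, 7 and 8. It was above the medians of clusters 1, 2, 5, 9 and 11, which lay between 2963 and 5809.5. The number of UMIs therefore does not decide whether doublets account for this cluster.

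For cluster 9, the share of Trim59 knockout cells stayed above the control interval with no doublet removal (3.33%) and with the wider gene limits, also without doublet removal (2.95%). It did so too with thinned cells (3.09%) and with the 3 libraries clustered together, without projection (3.13%). None of these choices accounts for the difference. Among cells outside cluster 1, cluster 9 held 5.76% of Trim59 knockout, 3.79% of osteomyelitis and 2.27% of control cells. The technical and biological explanations left open for cluster 1 are open for clusters 9 and 10 as well.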

How the results depend on the processing

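No paired analysis was possible because there is 1 library per condition. The alternatives of thinned cells, of anchor integration and of a fixed doublet rate were chosen after seeing the data. In all 11 alternatives the largest osteomyelitis cluster held a larger share of osteomyelitis than of control cells, with between 0 and 5.86% of control cells, and the cause of the changes below was not tested unless stated.

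With the settings described, the distance between the shares of control and osteomyelitis cells by cluster was 53.6 percentage points, and the largest cluster held 52.0% of osteomyelitis and 45.7% of Trim59 knockout cells. In the same order, these values were 71.1, 45.0% and 42.7% with 30 principal components, 49.7, 48.1% and 44.3% with 2000 variable genes, 81.6, 58.4% and 51.4% with principal components centred by library, and 48.7, 47.0% and 44.0% with thinned cells. At a resolution of 0.8, which splits the cells into 25 clusters, they were 59.0, 22.2% and 24.7%. The distance was 54.9 with no doublet removal. With the 3 libraries clustered together the distance was 51.7 and the largest cluster held 49.9% of osteomyelitis cells. After anchor integration these values were 38.7 and 42.9%, and with both S. aureus libraries taken as osteomyelitis they were 50.6 and 48.9%. The distance between the osteomyelitis and Trim59 knockout libraries was 9.14 percentage points and stayed between 8.20 and 9.85 in 8 alternatives, but was 16.1 at a resolution of 0.8.

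The share of osteomyelitis cells among the nearest cells of control cells was 16.1%. It was 21.2% with at least 200 genes per cell, no upper limit and no doublet removal. It was 10.5% with 30 principal components, 2.28% with principal components centred by library and 36.1% after anchor integration. Integration is built to bring similar cells of different libraries together, and centring on the mean separates libraries that differ in composition, so both act on this value by construction.

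Each of the 11 clusters was matched to the cluster of each alternative that held the largest part of its cells. This part was under 50% in 3 matches, all at a resolution of 0.8, with the lowest at 36.5%, and a cluster could be the match of more than 1 cluster, as for clusters 2 and 3 with centring and with the wider gene limits, so the differences are not independent. Of 121 such differences in share between osteomyelitis and control cells, 81 moved by less than the counting interval, 39 moved by more with the same direction, and 1 was reversed. The difference in cluster 2, -18.2 percentage points, was -3.45 after anchor integration and -39.1 with 30 principal components. The match with 30 principal components left out most osteomyelitis cells of cluster 2 and took in control cells from outside it. With centring the difference was -51.0, but for a cluster that held control cells of clusters 2 and 3 together. The reversed difference was that of cluster 9, which differed by -0.45 percentage points and by 0.20 when both S. aureus libraries were taken as osteomyelitis. The reversal follows from the Trim59 knockout cells, of which 3.13% were in this cluster.

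The median absolute log2 ratio of CPM between the osteomyelitis and control libraries was 0.57, and it was 0.30 with a pseudocount of 10 CPM, which shrinks the ratios of low features, and 0.52 with at least 30 UMIs.

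The alternatives set before the data were examined that need gene names were not run: the mitochondrial limit of 10%, the assignment of single cells to classes, reclustering without the genes in the subtypes' names, the shares of cells with UMIs of both such genes, and those for the ligand-receptor contributions and the pseudotime. The number of cells limits the precision of the shares: cluster 11 holds 119 control cells (1.32%, interval 1.09 to 1.57) and 32 osteomyelitis cells (0.364%, interval 0.249 to 0.514).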

Differences from the paper's values

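The paper states that the bone marrow cells of mice with osteomyelitis are distributed like those of control mice. It also reports a change in shares, with the largest rise in macrophages (Figure 2F). In the values computed here, without adjustment for library, 16.1% of the nearest cells of control cells were osteomyelitis cells. A full mixture of libraries with the same composition would give 49.3%. In addition, 1 cluster held 52.0% of osteomyelitis and 0.166% of control cells. Such a difference in shares by itself lowers the value for control cells, so 16.1% does not measure the mixture within clusters. Some clusters were nearer a mixture on both sides. In cluster 11, 18.6% of the nearest cells of control cells and 23.5% of those of osteomyelitis cells were osteomyelitis cells, against 21.2% in the whole cluster, and in cluster 8 the values were 23.0% and 33.0% against 24.2%, in cluster 6 34.9% and 52.3% against 42.8%, and in cluster 9 33.8% and 56.5% against 43.8%. In clusters 5 and 7 the value for control cells was near that of the cluster, at 13.4% against 16.6% and 20.3% against 22.4%, but that for osteomyelitis cells was higher, at 32.3% and 39.6%. In clusters 2, 3 and 4 both sides were apart, at 9.13% and 84.1% against 28.4%, 21.3% and 73.0% against 37.6%, and 10.9% and 76.9% against 36.5%. After anchor integration, chosen after seeing the values, the share over all control cells was 36.1%. That over all osteomyelitis cells was 76.0%. Both sides stayed apart from 49.3%, to which the difference in cluster shares that remained after integration contributes. In the settings for which the share for control cells was computed it lay between 2.28% and 36.1%. It was not computed with the 3 libraries clustered together or with both S. aureus libraries taken as osteomyelitis.

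For the number of subpopulations, the paper's value is 12 and 11 were found here, which is not counted as a difference since the resolution was chosen to come near the paper's number. The alternatives with 2000 variable genes and with the 3 libraries clustered together gave 12, as did thinned cells and anchor integration, which were chosen after seeing the values. A resolution of 0.8 gave 25, and the other alternatives gave 11 or 13.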

Other observations

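The test of integrated values in this part was set before its result was seen, and the other comparisons were chosen after the tables had been seen, except that the wider gene limits were set before.

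The limit of 500 genes per cell removed different shares of the libraries. It left out 3.90% of control barcodes (exact 95% binomial interval 3.53 to 4.30), 8.40% of osteomyelitis barcodes (interval 7.88 to 8.93) and 8.77% of the barcodes labelled Trim59 knockout (interval 8.24 to 9.32). Barcodes with at least 200 genes were clustered with no upper limit and no doublet removal. Of these, 893 osteomyelitis barcodes had at least 200 but fewer than 500 genes. In the cluster that corresponds to cluster 1 fell 88.2% of them (interval 85.9 to 90.3). The share was 82.4% of 868 Trim59 knockout barcodes (interval 79.7 to 84.9) and 0.656% of 305 control barcodes (interval 0.0795 to 2.35). Of the barcodes with over 5000 genes, 0% were in that cluster in each library, so the lower limit takes cells from this cluster and the upper limit takes none. The median of the osteomyelitis barcodes under 500 genes was 1123 UMIs.

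Between the S. aureus libraries, the largest differences in share were a cluster 1 of 52.0% in the osteomyelitis and 45.7% in the Trim59 knockout library, and a cluster 5 of 3.07% (interval 2.72 to 3.45) and 8.81% (interval 8.21 to 9.43), against 15.0% in the control library. Among cells outside cluster 1, cluster 5 held 6.40% of osteomyelitis, 16.2% of Trim59 knockout and 15.0% of control cells. The distance between these libraries was 9.14 percentage points, against 53.6 between control and osteomyelitis and 48.0 between control and Trim59 knockout. The median absolute log2 ratio of CPM was 0.17 between the S. aureus libraries, against 0.57 and 0.44 for each of them and the control. The median signed log2 ratio was 0.12 for Trim59 knockout over osteomyelitis. It was -0.48 for osteomyelitis and -0.36 for Trim59 knockout over control, so the larger ratios were mostly in 1 direction. All kept cells were summed, so these ratios include the differences in cluster shares and are not separate from them. There is 1 library of each, so no difference between genotypes was tested, and no biological explanation was tested.

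Pairs of libraries shared 22 to 27 barcode sequences. The profiles of barcodes shared by the control and osteomyelitis libraries had a median correlation across features of 0.396, against 0.374 for 200 random pairs of barcodes.

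The marker tables of the paper have features that bear on how its clusters were made. In every row with a p-value above 0 and an adjusted value under 1 (129 rows of Supplementary Table 2 and 188 of Supplementary Table 3), the adjusted value is 2000 times the p-value, the factor of a Bonferroni adjustment over 2000 features. The methods name 3000 variable genes, and the tables deposited hold 32285 features. Of the paper's 210 rows in Supplementary Table 2, 26 combine a positive log2 fold change with a lower share of detecting cells inside the class than outside it, and 24 of these are among the 30 rows of the Mac class. In Supplementary Table 3 this holds for 101 of 270 rows. The share of detecting cells is under 0.25 both inside and outside the group in 53 and 182 of the rows, below the minimum that the methods give. A hypothesis is that the statistics were computed on batch-integrated values. It was tested on the control and osteomyelitis libraries, where the 30 features with the highest fold change were taken for each of 12 clusters after anchor integration over 2000 features. On the integrated values 17 of 360 features (4.72%) had a lower detecting share inside the cluster, and on the UMI counts of the same cells 0 of 360 did. The former were taken from 2000 features and the latter from 32285, so this contrast does not separate integration from the choice of features. Of the 17, 7 of 30 were in the largest of these clusters and 5 of 30 in the next, and each of the others had 0 to 2. The prediction had been over 10% on integrated values, which was read over all clusters together, so the test leaves the hypothesis open. The direction is the one it predicts, but the different sets of features could give it as well. The methods name no integration step, and no biological explanation was tested.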
